A study of Homo sapiens with 3 samples.

How the data were processed

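Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out on DLD-1 cells, an established human colorectal adenocarcinoma line. ChIP-seq recovers the DNA fragments that are crosslinked to a protein and counts where they map in the genome. The antibody was raised against Nup93, a component of the nuclear pore complex. The series comprises 2 Nup93 ChIP libraries, described as independent biological replicates, and 1 Input library made from sonicated chromatin that was not immunoprecipitated. Per the labels' protocols, chromatin was crosslinked with paraformaldehyde and sheared by sonication, and libraries were amplified by PCR before and after size selection on a gel. The labels' protocols also list a normal rabbit IgG antibody, but no IgG library was analysed here.

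The authors' deposited file is a list of 404 peaks with 3 columns, which give the chromosome, the start and the end of each peak. It has no header. It carries no read count, peak height, fold enrichment, score or p-value for any peak, and no column refers to an individual library. Neither the labels nor the file names the aligner, the peak caller, its threshold, the filters applied afterwards or the genome build. They also do not say whether the ChIP libraries were pooled before peaks were called or whether peaks called in each were intersected. The sequencing depth is therefore unknown, no interval or detection limit that depends on depth is given, and the agreement between the replicates was not assessed. The threshold of the peak caller decides which peaks enter such a list, so every value below describes the list at that unknown threshold.

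One interval starts at position 0, so starts were read as counted from 0, and all coordinates are given counted from 1. The unplaced contigs carry names of the form used by UCSC for GRCh37, and coordinates are taken to be in that build. The gene table used here was of GRCh38.p14, and 18 peaks ended beyond the last gene it lists on their chromosome, among them 5 on chromosome Y and 2 on chromosome 22. Positions were not converted between builds. Apart from the comparison with the last gene on each chromosome, the table served only to count how many annotated genes each chromosome carries. It listed 59679 genes on chromosomes 1 to 22, X and Y, of which 20037 were protein-coding. No position from the table was used to place a peak in a gene.

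Peak numbers, widths and spacing were computed from the list in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The 95% interval of the median width came from 10000 bootstrap draws of the peaks. The number of peaks on each of 24 chromosomes was compared with the number expected from the chromosome's share of annotated genes by an exact two-sided binomial test, with Benjamini-Hochberg adjustment over the 24 chromosomes and exact (Clopper-Pearson) 95% intervals, and over all chromosomes by a chi-square statistic with 100000 Monte Carlo draws. The comparison had been planned against the share of assembled bases. No chromosome lengths of the build were used here, so the share of annotated genes, listed beforehand as the second choice, took its place. Clustering was measured as the number of neighbouring peaks on a chromosome with at most 100 kb between them. It was compared with 10000 random placements of peaks of the same widths between the first and the last peak of the same chromosome, on the chromosomes with at least 3 peaks, and the two-sided p-value came from this permutation of peak positions. Unsequenced stretches such as centromeres were not closed to these placements, which lowers the number of close neighbours that they give. Peaks are not replicates, and these tests describe this one list. The binomial and chi-square tests count each peak as an independent draw, so close groups of peaks can make their p-values too small.

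On simulated lists, the test of close neighbours called 3% of 100 uniform lists and 100% of 100 lists with 40 planted close pairs. The chromosome test called chromosome 11 in 76% of 100 simulated lists in which its share had been doubled, with 6 calls of other chromosomes over all of them. The test of crowding in the first 3 Mb called 2% of uniform lists, and the test of neighbour widths called 6%.

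The grouping of samples, the tests of peak numbers, chromosomes and close neighbours, and the rule for naming peaks were fixed before the data were examined. The expectation from protein-coding genes and the tests first reported in the closing section were added later. The rule named every peak at the HOXA genes, the 10 peaks with the highest value of the peak caller (the 10 widest where no such value is given) and peaks over the start sites of protein-coding genes. Of these, only the 10 widest peaks could be listed. The other peaks named below were chosen after their positions were seen. The planned comparisons with transcription start sites, annotation classes, GC content, repeats and the HOXA cluster all need a genome or annotation of the build and were not run. The planned correlation of peak strength with width was not run because the list gives no strength. The alternatives that were run were the 202 widest peaks (standing in for a stricter threshold), merging of close peaks, other distances and other sets of chromosomes or genes.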

Results

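Occupancy of chromatin by the nuclear pore protein Nup93 was profiled by ChIP-seq in DLD-1 colorectal cancer cells, with sonicated Input chromatin as the control. The design had 2 Nup93 ChIP libraries and 1 Input library, and its result was a single list of enriched regions. The question put by the design is where in the genome Nup93 sits, and the title of the series directs it to the HOXA gene cluster. The list held no values per library, so no measurement below has a replicate error, and the depth of the libraries is unknown.

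The list contained 404 peaks, which together covered 338.1 kb. No peak overlapped another, and the smallest distance between neighbours was 3 bp. The median peak width was 704.5 bp (95% bootstrap interval over peaks, 682 to 726 bp), with quartiles of 617 and 851.75 bp. The narrowest peak measured 353 bp and the widest 4815 bp. In all, 63 peaks (15.6%) were wider than 1000 bp and 27 were wider than 1500 bp. Keeping only the 202 widest peaks raises the median by construction, to 854.5 bp. Joining peaks that lay within 1 kb of each other gave 397 regions with a median of 704 bp.

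The 10 widest peaks were spread over 6 sequences. The widest, at 4815 bp, covered positions 1 to 4815 of the mitochondrial genome. On chromosome 16, 3 of them lay close together, at 32342862 to 32346873 (4012 bp), 32656490 to 32659397 (2908 bp) and 32816868 to 32819702 (2835 bp). A peak of 3696 bp was found on chromosome 6 at 58775824 to 58779519, and a peak of 3334 bp on the unplaced contig gl000220 at 5125 to 8458. Chromosome 1 carried a peak of 2974 bp at 142536679 to 142539652 and a peak of 2363 bp at 16956666 to 16959028. Chromosome 11 carried a peak of 2570 bp at 1848911 to 1851480 and a peak of 2335 bp at 1040366 to 1042700. The genes, exons and repeats at these positions were not analysed here, since no annotation of the build was used.

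Most peaks, 390 of 404 (96.5%), lay on chromosomes 1 to 22. Chromosome X carried 1 peak, chromosome Y carried 8, the mitochondrial genome 1 and unplaced contigs 4. Among the autosomes the number ranged from 6 peaks on chromosome 13 to 39 on chromosome 2.

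**Figure D1:**
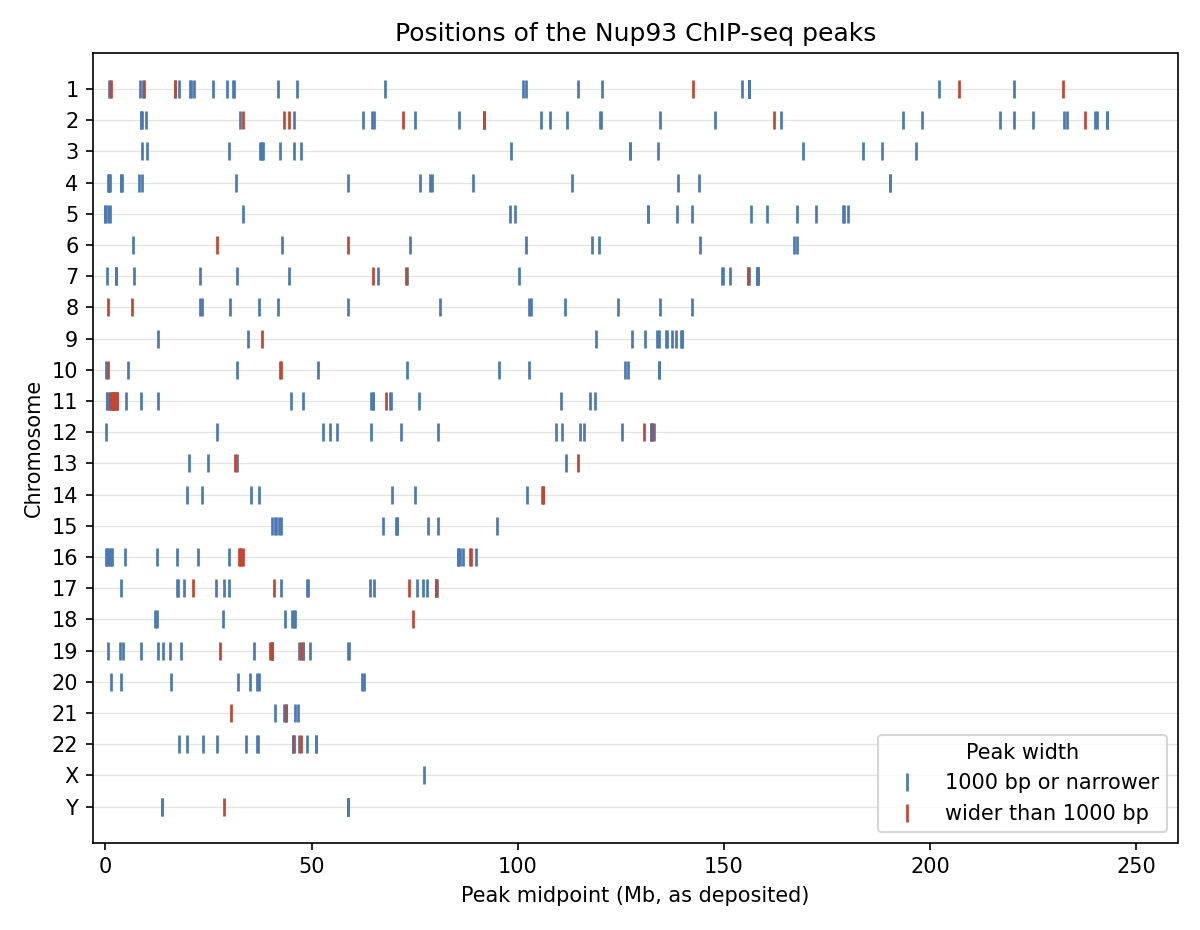
Midpoints of the peaks on chromosomes 1 to 22, X and Y, in Mb, with a tick for each peak; peaks wider than 1000 bp are red and the others blue. Chromosome X shows 1 tick, and red ticks gather at the start of chromosome 11 and near 32 Mb on chromosome 16.

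Whether peaks were spread over the chromosomes in proportion to their genes was tested on the 399 peaks of chromosomes 1 to 22, X and Y. The distribution differed from the share of annotated genes (Monte Carlo chi-square test, p = 0.00201). Chromosome X was the only chromosome with an adjusted p-value under 0.05. Its 1 peak, 0.251% of the 399 (exact 95% interval, 0.00635% to 1.39%), compared with 15.7 expected (exact two-sided binomial test, adjusted p = 8.91e-05 over 24 chromosomes). That expectation gave chromosome X the same weight per gene as the autosomes, although its copy number in these cells was not measured. How far a single X copy would lower it is examined in the closing section. Chromosome 6 had 11 peaks against 22.6 expected, which did not pass the adjustment (exact binomial test, unadjusted p = 0.00899, adjusted p = 0.108). Chromosome 2, with 39 peaks against 28.4 expected, and chromosome 11, with 30 against 21.2, were not distinguishable from their gene share (adjusted p = 0.219 for each, exact binomial test). When only protein-coding genes set the expectation, chromosome Y was also called, with 8 peaks against 1.25 expected (exact binomial test, adjusted p = 0.000574). Against all annotated genes its expected number was 3.88 and its adjusted p-value 0.219. Of the 8 peaks on chromosome Y, 5 lay within 78.5 kb, whereas the test counts each peak as independent. The p-value of the call on chromosome Y can therefore be too small. Among the 202 widest peaks, 198 of which lay on these chromosomes, the deficit on chromosome X did not pass the adjustment (1 peak against 7.77 expected, exact binomial test, adjusted p = 0.0663).

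**Figure D2:**
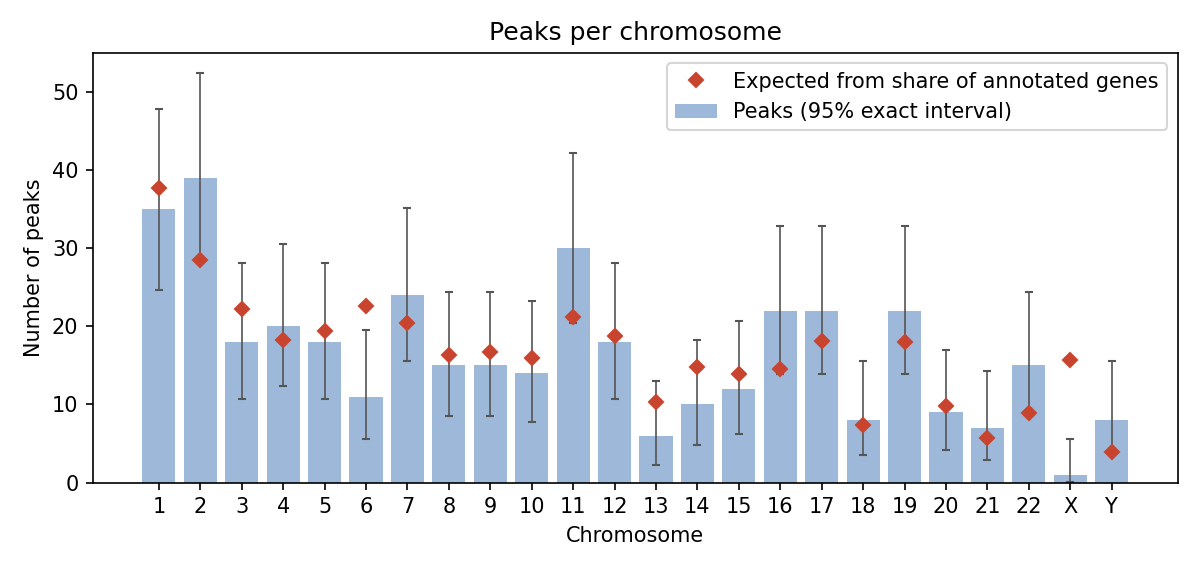
Number of peaks on each chromosome (bars, with exact 95% binomial intervals) and the number expected from the chromosome's share of annotated genes (diamonds). On chromosome X the bar stands at 1 peak and the expected number, 15.7, lies above the interval.

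Neighbouring peaks lay a median of 2.23 Mb apart. At most 100 kb separated 49 pairs of neighbours, whereas random placement of the 398 peaks on chromosomes with at least 3 peaks gave 7.02 ± 2.58 pairs (SD over 10000 placements). Of the 10000 placements, 0 had as many pairs (two-sided permutation of peak positions, p = 0.0002, the smallest they can give). The placements were allowed to fall in unsequenced stretches, where no peak can be called, so their numbers are lower than a placement over sequenced bases would give. Within 10 kb there were 19 pairs against 0.761 ± 0.858 by random placement, and within 1 Mb there were 143 against 62.9 ± 6.43, and 0 of the 10000 placements had as many at either distance. Of the 19 pairs within 10 kb, 9 fell in 3 short runs of peaks on chromosomes 1, 19 and 7. The alternative that lowered the number most while keeping the distance was restriction to the 202 widest peaks, which left 22 pairs against 2.08 ± 1.42 by random placement. After peaks within 10 kb of each other had been reduced to the widest of them, there were 30 pairs within 100 kb against 6.31 ± 2.47.

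**Figure D3:**
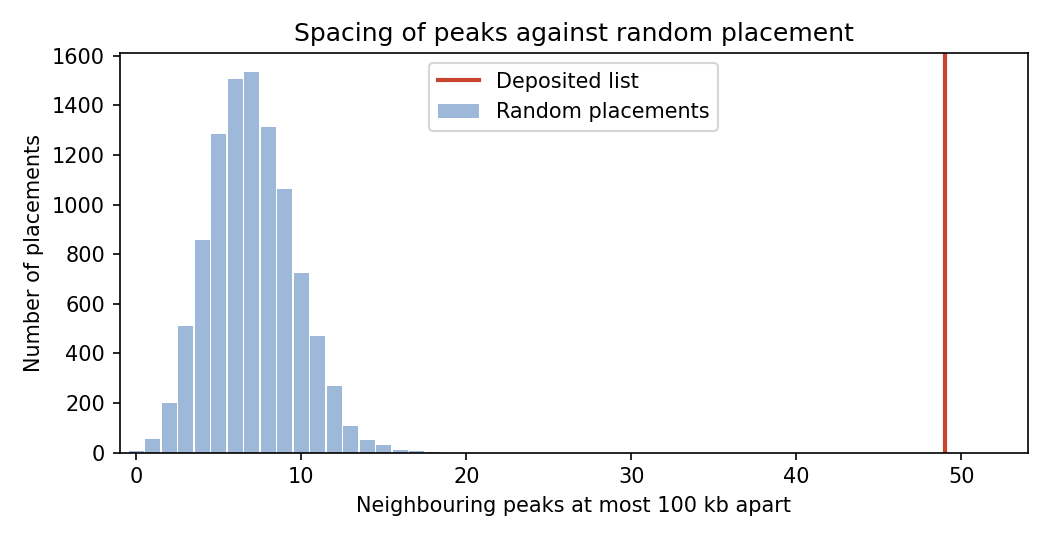
Distribution of the number of neighbouring peaks at most 100 kb apart over 10000 random placements (bars), with the number in the deposited list (line). The list has 49 such pairs, and the placements have a mean of 7.02.

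The HOXA genes, named in the title of the series, lie on the short arm of chromosome 7. Chromosome 7 carried 24 peaks, which matched its share of annotated genes within the error of the count (20.5 expected, exact binomial test, adjusted p = 0.819). Up to 60 Mb there were 8 peaks. The first began at 373848, 3 lay between 2561466 and 2569778, and the others began at 6872726, 23020279, 31910683 and 44621017. The peak ending at 23021020 was followed by an interval of 8.89 Mb with no peak in the list. The position of the HOXA genes in the build of the list was not taken from an annotation, so no peak was assigned to the cluster and no overlap with it was tested.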

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

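The number of peaks depended on the threshold by construction: the 202 widest peaks, taken in place of a stricter threshold because the list gives no strength per peak, are 202 of 404. Merging within 1 kb left 397 regions, and chromosomes 1 to 22 and X held 391 peaks.

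Against all annotated genes, 1 chromosome was called. Against protein-coding genes only, an alternative chosen after seeing the data, 2 were called, chromosomes X and Y. That change follows from the expectation for chromosome Y, which fell from 3.88 to 1.25 peaks while its 8 peaks stayed. Since 5 of these peaks lay within 78.5 kb, they are not independent draws, as the test takes them to be. With peaks merged within 10 kb to the widest of them chromosome X was again called (exact binomial test, adjusted p = 0.000187). Among the 202 widest peaks 1 chromosome was called too, but it was chromosome 16, with 18 peaks against 7.22 expected (exact binomial test, adjusted p = 0.00915), while chromosome X kept its direction and was not called (exact binomial test, adjusted p = 0.0663). With 7.77 peaks expected on X in place of 15.7, the smaller list leaves less room to detect a deficit. The adjusted p-value of the deficit on X ranged from 2.87e-05 to 0.0663 over these alternatives.

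The excess of close neighbours kept its direction and 0 of 10000 placements as large under the 4 alternatives that were run (10 kb, 1 Mb, the 202 widest peaks, and merging within 10 kb). The ratio to random placement was not constant: 19 against 0.761 pairs within 10 kb, but 143 against 62.9 within 1 Mb.

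The planned placements over all chromosomes, and those that close regions near assembly gaps, were not run, since they need the lengths and gaps of the build. Each alternative planned for start sites, annotation classes, GC content, repeats, the HOXA window and peak strength was not run for the reasons given with the methods. No fit without a replicate was made, because the list has no values per library. No paired analysis was possible because the list gives no values per replicate and Input is a single library. The unknown depth limits every absence here: a chromosome or interval without peaks has none above an unstated threshold.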

Other observations

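Some tests were chosen after the values they concern had been seen. They were the test of a single X copy, those on the runs of peaks and those set up for cutting by the peak caller. The tests of chromosome X among the 202 widest peaks and after merging within 10 kb had been planned. For the other tests added later the pattern had been seen but not the result of the test.

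The densest groups of peaks were 3 runs of at least 3 peaks with at most 20 kb between neighbours, a distance chosen after the positions were seen. Chromosome 1 carried 6 peaks between 156084451 and 156108882, a stretch of 24.4 kb of which peaks covered 20.2%. Chromosome 19 carried 4 peaks between 40324837 and 40331682 (6.85 kb, 51.3% covered), and chromosome 7 carried 3 between 2561466 and 2569778 (8.31 kb, 25.4% covered). Of 10000 random placements, 0 gave 3 such runs, and 0 gave a run of 4 or more. A candidate explanation for the separate peaks strung along 24.4 kb of chromosome 1, and likewise for those on chromosome 19, is that pieces of a spliced or cloned sequence in the library mapped back to exons. Nup93 occupancy at several sites of one locus is another. The covered shares of 20.2% and 51.3% allow both, and they cannot be told apart for either run because the exon borders of the build were not used. The same doubt applies to the run on chromosome 7. Comparing these peaks with exon borders, and with the Input reads, would decide between them.

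Several explanations for the close spacing were tested over the whole list. If peak density varied only over distances much longer than 1 Mb, moving each peak at random by up to 1 Mb would leave the spacing about as it was. Dense regions narrower than the moves are spread out by them, so these moves cannot exclude such regions. After such moves 2.73 ± 1.61 neighbours (SD over 10000 moves) lay within 10 kb, compared with 19 in the list, and 0 of the 10000 moves gave as many. Within 100 kb the moves left 23.3 ± 4.11 of 49, so regional density may account for part of the excess at that distance. The 3 runs supplied 9 of the 19 pairs within 10 kb. With each run reduced to 1 peak there were 10 pairs against 2.42 ± 1.51 after moves, which 3 of 10000 moves reached, so the runs alone do not account for the excess. Cutting of continuous enriched regions by the peak caller remains open for neighbours within 10 kb: 7 of these pairs lay at most 1 kb apart, merging removes such pairs by construction, and the coverage between them was not used. For neighbours 10 to 100 kb apart cutting was not tested, since merging within 10 kb does not remove pairs farther apart than that. Regional density was tested for such neighbours on the merged list. After peaks within 10 kb had been merged to the widest there were 30 such pairs, against 15.5 ± 3.54 when the merged peaks were moved by up to 1 Mb, and 1 of 10000 moves gave as many. Density that varies only over distances much longer than the moves therefore leaves part of the excess at that distance, while narrower dense regions stay open. Without chromosome 11, which had the most close neighbours, 42 were left within 100 kb against 6.29 expected by random placement, which argues against a single chromosome as the cause. Clustering of binding sites, copy number, repeats and spliced or cloned sequence in the library remain open.

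Peaks were crowded into the first 3 Mb of the chromosomes. The far ends were not tested, so the crowding is not shown to be particular to the low-numbered end. On chromosomes 1 to 22 and X, 42 of 391 peaks began there, compared with 10.1 ± 3.13 (SD over 10000 placements) for uniform placement from the first base to the last peak, and 0 of the 10000 placements had as many. Chromosome 11 had 15 of its 30 peaks there, chromosome 16 had 6 of 22, and 12 chromosomes had 0. Unsequenced stretches, where no peak can be called, were not closed to these placements. A chromosome with 0 may therefore lack sequence there, which was not checked. Without chromosome 11 the number was 27 against 9.36 expected, which 0 of 10000 placements reached, and which argues against that chromosome as the only source. Merging peaks within 100 kb left 31 against 9.02 expected, which 0 of 10000 placements reached, and which argues against repeated counting of close groups. With both changes the number was 23 against 8.43 expected, which 1 of 10000 placements reached. High gene density or GC content near chromosome ends, and Nup93 occupancy itself, stay open, since neither sequence nor genes of the build were used.

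Widths of neighbouring peaks resembled each other. Over the 143 pairs at most 1 Mb apart, the rank correlation of the widths was 0.280, compared with -0.17 to 0.156 in the central 95% of 10000 shuffles of the widths (two-sided permutation test, p = 0.0006), which argues against a chance arrangement. The correlation is across peaks, which are not independent replicates. After peaks within 10 kb had been merged to the widest, the correlation was 0.259 over 124 pairs (permutation test, p = 0.0028). This argues against pieces of cut-up regions at most 10 kb apart as the whole cause. Pieces farther apart were not tested, since the merging does not join them. Leaving out each chromosome in turn gave 0.218 to 0.310, the lowest without chromosome 16 (permutation test, p = 0.0118). On chromosome 16, 4 peaks between 32 and 34 Mb measured 1865 to 4012 bp, on chromosome 2, 3 peaks between 91 and 92 Mb measured 2075 to 2191 bp, and on chromosome 10, 2 peaks between 42 and 43 Mb measured 1907 to 2192 bp. These groups were not left out together, so whether the correlation holds without all of them is not known. Whether the sequence at these groups is present in more copies in the cells than in the assembly was not tested, as that needs the Input coverage.

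The single peak on chromosome X lay at 77359179 to 77359919. If the number of peaks fell in proportion to copy number, a single X copy among paired autosomes would lower the expected number from 15.7 to 7.99, and 1 peak was fewer than that (exact two-sided binomial test, p = 0.00618). At an unknown depth and threshold, however, lower coverage can remove more peaks than in proportion, so a single X copy stays open as an explanation. A filter applied before the list was made, mappability and lower Nup93 occupancy of the X chromosome were not tested. Among the 202 widest peaks the deficit against the full share of genes did not pass the adjustment (exact binomial test, adjusted p = 0.0663), with 7.77 peaks expected there, and in the list merged within 10 kb it did (1 peak against 14.9 expected, exact binomial test, adjusted p = 0.000187). Of the 8 peaks on chromosome Y, 5 lay in the 78.5 kb between 58826934 and 58905466.

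Outside the chromosomes, the list held 1 mitochondrial peak of 4815 bp and peaks on the unplaced contigs gl000214 (755 bp), gl000216 (678 bp), gl000220 (3334 bp) and gl000228 (1290 bp). These 5 peaks are reported as values, and no biological explanation for them was tested.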
